A study of Oncorhynchus mykiss with 8 samples. Its data were reported in "Differential gene expression in small and large rainbow trout derived from two seasonal spawning groups" (2014).

How the data were processed

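White muscle of rainbow trout was profiled on 2-colour Agilent salmonid arrays. The fish came from a Sept. and a Dec. spawning lot of 1 strain, and each lot consisted of half-sib families that shared a sire. Per the study's methods, the heaviest and the lightest fish of each family were taken at about the same age in both lots, and a plug of white muscle was taken below the dorsal fin, well away from the lateral line and the red muscle there, with the skin removed. Purified mRNA of 5 fish of a size class, 1 from each family, was pooled. A pool of large fish and a pool of small fish were labelled with Alexa Fluor 555 and Alexa Fluor 647 and hybridised together, then hybridised again with the dyes exchanged. Each lot therefore had 2 pool pairs on 4 arrays, 8 arrays in all. The 2 arrays of a swap hold the same RNA and were counted as 1 replicate, so n = 2 pool pairs per lot. The submitters' design text speaks of 4 replicates of each size, which counts each swap as 2.

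The authors scanned the arrays with a GenePix scanner, excluded unacceptable spots by hand, removed points of low signal ratio in GeneSpring GX and normalised by lowess within and across arrays. The deposited values are log2 ratios of the channels, 1 column per array. Scanner intensities, and with them the signal over background of single spots, were not analysed here, so the depth behind a ratio is given only by the number of arrays. The labels give the dye of each pool but not which size class stands above the line of the ratio. The direction is therefore a likely one and rests on the values. Among named probes that the study listed as higher in large or in small muscle, 966 of 966 listings had the study's sign when every deposited column was read as small over large with the swapped arrays already turned (89 and 212 listings for large and small Sept. fish, 199 and 466 for Dec.). All columns were negated, so that a positive value is higher in large fish throughout. The arrays' medians then lay between -0.03 and 0.02, so the values are centred near 0, and the standard deviation of the log2 ratios ran from 0.29 to 0.60. The methods describe lowess across arrays, and whether the spread of the arrays was also scaled stays unknown.

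The table held 43663 rows, of which 60 control features were left out. A probe was tested in a lot when it had a value on all 4 arrays of the lot, as in the study's methods, which left 41524 probes in the Sept. lot and 39770 in the Dec. lot, and 38488 on all 8 arrays. Names came from the platform annotation for 221 probes with 1 symbol each, 0 probes having several, and from the study's lists of differing genes for 1308 probes, 940 of them listed for muscle and 368 for liver only. In all 1494 probes had a name, 42109 had none, and 1388 named probes were measured on all 8 arrays. Most names thus belong to probes that the study picked on these arrays, and a direction shared by such probes is not independent evidence.

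The arrays of a swap were averaged and each probe's log2(large/small) of the 4 pool pairs was fitted with a mean per lot in limma 3.58.1 (lmFit and eBayes, R 4.3.3), so both lots shared the estimate of spread. The contrasts were the Sept. lot, the Dec. lot, the mean of both, and Dec. minus Sept. p-values were adjusted by Benjamini-Hochberg over the probes tested, with a threshold of 0.05. The study's threshold (p up to 0.05 and at least 1.2-fold) was counted beside it on the unadjusted p, as the methods name no adjustment for multiple tests and leave open whether their corrections touched the p. The calls of the lots were compared by Fisher's exact test, two-sided, with each lot fitted alone. The methods' t-test was run as an alternative. Limma's p-values for single probes measure the spread between pool pairs, which average over fish, and that spread also holds noise between arrays. With a dye term, the swapped arrays of a pool pair had a consensus correlation of -0.149.

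The 20 gene lists were fixed before the data were examined, by name or symbol: fast myofibril, slow (red) muscle, calcium handling, glycolysis, oxidative phosphorylation, ribosomal proteins, translation factors, proteasome and ubiquitin, lysosome and cathepsins, plasma proteins of the liver, red blood cell, skin and keratins, connective tissue, fat cell and lipid, leukocyte, myelin and nerve, early response (AP-1 and related stress genes), heat shock, growth axis, and probes that may match rRNA or repeats. Several lists repeat classes that the study named from these same arrays, such as fibrinogens, parvalbumins, slow troponins and jun-b. The direction of such lists is therefore not independent evidence. Unrelated genes that a name pattern also took were dropped on their names alone. Slow muscle, plasma proteins, red blood cell, skin, connective tissue, fat cell, leukocyte and myelin lists stand for other cell types that a muscle plug could hold. Each was tested over probes measured on all 8 arrays with limma's camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry, adjusted over 80 tests (20 lists in 4 comparisons). At the preset correlation camera sets a list's probes against all other probes, so its p does not measure replication over pool pairs. With the estimated correlation camera takes its degrees of freedom from the 4 pool pairs. Its p rose even where the estimated correlation was negative. For connective tissue in the Dec. lot (correlation -0.059) the unadjusted camera p was 0.0794, against 0.00148 at the preset one. Counts of members refer to probes measured on the 4 arrays of the lot. The tests were repeated on members that the study had not listed for the lot tested, where at least 3 were left (50 tests).

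Genes named in the text follow a rule fixed before the data were examined. For each lot and for the mean, up to 12 named genes each way (6 for the difference between lots) were taken from those past the adjusted threshold with 1 sign on every array. As none passed, the places were filled in order of unadjusted p from probes past the study's threshold with 1 sign on every array, passing over names that name no gene. Of the genes so taken, 3 are not described in the text. Up to 4 members of each list with the largest moderated statistic, the muscle genes the study followed by qPCR and probes its text names for both lots were added whatever their values. The study's qPCR control was beta-actin, and 0 probes carry that name here.

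The fit was tested on simulated data built on 38488 probes, with 200 probes changed at each size. Of probes changed by log2 1, 54.2% in the Sept. contrast, 55.1% in the Dec. contrast and 81.1% in the mean of both lots passed the adjusted threshold. That threshold can therefore be passed with 2 pool pairs per lot when this many probes change. The noise was simulated as independent between probes, and the real Sept. lot had only 92 probes that were at least 2-fold. These shares thus cannot be read as the power for the real lots. Of probes changed by log2 0.5, 0.3%, 0.9% and 14.7% passed. Unchanged probes passing the study's threshold averaged 1570 for the Sept. contrast and 1563 for the Dec. contrast. The simulation gave both lots 1 spread, which the real lots did not share.

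Alternatives covered array centring, scaling and quantile normalization, the handling of dye swaps, single dye orientations, fits of each lot alone, missing values, a robust prior, the replicate number as a block, a filter on swaps of opposite sign, averaging of probes, each pool pair left out in turn, the threshold and the methods' t-test. The replicate numbers of the lots name different fish and share only a number. Figures were drawn with matplotlib 3.10.9.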

Results

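White muscle mRNA of large and small rainbow trout was compared within a Sept. and a Dec. lot, to find genes whose transcripts differ with body size and to see whether they do so in both seasons. Each lot had 2 pairs of pools, a pool holding 5 fish, and each pair was hybridised to 2 arrays with the dyes exchanged. Between 41909 and 43249 of the 43603 probes had a value on an array. Values are log2(large/small) with the standard error (SE) of limma's fit over n = 2 pool pairs per lot, and the number of arrays limits their precision. A positive value is higher in large fish, a direction that is likely and rests on the signs of the study's own lists.

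In the Sept. lot, transcripts of plasma proteins, which are made mainly in liver, were up-regulated as a group in large fish, and transcripts of myelin, calcium-handling and proteasome proteins were up-regulated as groups in small fish. Camera's adjusted p for these 4 lists was at most 3.89e-05, and the adjusted p lay between 0.346 and 0.443 with an estimated correlation. The former rests on the spread of probes and not on replication over pool pairs. The study had chosen 35 of 40 plasma, 7 of 7 myelin, 5 of 7 calcium-handling and 10 of 24 proteasome probes on these arrays. The direction of these lists is therefore not independent evidence. The plasma, calcium-handling and proteasome probes it had not chosen had medians of 0.03, 0.06 and 0.003. Among single probes, that of max protein was 5.61-fold higher in large fish (2.49 ± 0.18), DNA-damage-inducible transcript 4-like protein 5.14-fold (2.36 ± 0.30) and ADP/ATP translocase 2, which exchanges ADP and ATP across the inner mitochondrial membrane, 3.99-fold (2.00 ± 0.27). Parvalbumin 2, a calcium buffer of fast muscle, was 6.72-fold higher in small fish (-2.75 ± 0.44), calcium binding and coiled-coil domain like was 2.97-fold higher there (-1.57 ± 0.09) and glyceraldehyde-3-phosphate dehydrogenase (GAPDH), a glycolytic enzyme, 3.54-fold (-1.82 ± 0.20). These 6 probes had 1 sign on each of the 4 arrays, yet none passed the adjusted test (limma adjusted p = 0.9996 for each). Of all 38488 probes on the 8 arrays, that of DNA-damage-inducible transcript 4-like protein ran nearest to that of max protein, differing by at most 0.57 on an array, with ADP/ATP translocase 2 next at 0.90. Whether the first pair measures 1 transcript is not settled here.

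No single probe passed in the Sept. lot. Limma called 0 of 41524 probes at an adjusted p under 0.05, while 1482 had an unadjusted p up to 0.05 and 1157 of these were also at least 1.2-fold, 480 higher in large and 677 higher in small fish. That majority turned without Sept replicate 1 (1269 large, 803 small) and without Sept replicate 2 (598 large, 537 small). The methods' t-test gave 6 adjusted calls on pool pairs, 0 on the 4 arrays, and 369 probes at the study's threshold on the arrays. In the simulation of this contrast on 38488 probes, 1570 unchanged ones passed the study's threshold on average, against 1071 found with only probes on all 8 arrays. The simulation gave both lots 1 spread, while the probes' log2 ratios had a standard deviation of 0.169 in the Sept. lot and 0.292 in the Dec. lot. The fit shares its spread over the lots, so the lower count cannot be read as fewer than chance. With the Sept. lot fitted alone, 656 of the 38488 probes passed in large and 916 in small fish.

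The other named Sept. genes also belong to these values that did not pass. Higher in large fish were fibrinogen gamma chain (1.30 ± 0.08), zinc-binding protein a33-like (1.21 ± 0.08), warm temperature acclimation-related 65 kda protein (1.16 ± 0.10), mannose-binding lectin-associated serine protease-3b (1.13 ± 0.12), retinol binding protein cellular (0.92 ± 0.14), hp protein (0.90 ± 0.08), ap-1 complex subunit gamma-1 (0.75 ± 0.09), rap1 gtpase-activating protein 2-like (0.56 ± 0.07) and cysteine-rich motor neuron 2 protein precursor (0.56 ± 0.08). Higher in small fish were alpha actin on probe A_05_P449267 (-1.35 ± 0.22), tyrosine-protein phosphatase non-receptor type 12 (-1.01 ± 0.08) and voltage-dependent anion-selective channel protein 2 (-0.64 ± 0.10). Vesicle-associated membrane protein-associated protein a, myelin basic protein, ribosome production factor 2 homolog and adenylate kinase isoenzyme 6-like lay between -0.55 and -0.43. All of these had been listed by the study for Sept. muscle.

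Of 40 plasma protein probes measured in the Sept. lot, 38 were above 0 and 21 passed the study's threshold in large fish. Fibrinogen gamma chain and serum amyloid P-component precursor (1.08 ± 0.12) were among them, and the 20 probes measured in both lots had a median of 0.79 (camera adjusted p = 3.81e-05, and adjusted p = 0.443 with an estimated correlation). Adjusted over the list alone 17 passed and over all probes 0, but the study had chosen 35 of the 40 on these arrays, so this is not independent evidence of direction. The 5 it had not listed had a median of 0.03, and the 4 of them on all 8 arrays did not pass (adjusted p = 0.489). Hemoglobin and other red blood cell transcripts were up-regulated with them, with a median of 0.63 and 12 of 13 above 0 (adjusted p = 0.0081, and adjusted p = 0.466 with an estimated correlation). Adjusted over the list alone 0 passed. The study had chosen 5 of the 13 on this lot, and the 8 others had a median of 0.25 and did not pass (adjusted p = 0.161). Hemoglobin subunit alpha on probe A_05_P441202 was 0.63 ± 0.15. The red blood cell call ended without Sept replicate 2 (adjusted p = 0.141) and on only arrays with large fish in Alexa 555 (adjusted p = 0.382).

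All 7 myelin and nerve probes were below 0 in the Sept. lot, with a median of -0.68, and the list was up-regulated in small fish (adjusted p = 2.94e-10, and adjusted p = 0.346 with an estimated correlation). Myelin basic protein on probe A_05_P368497 was 1.87-fold higher in small fish (-0.90 ± 0.17), myelin proteolipid protein was -0.58 ± 0.11 and proteolipid protein 1b was -0.46 ± 0.08. Calcium-handling transcripts were up-regulated in small fish (median -0.40, adjusted p = 8.37e-06, and adjusted p = 0.346 with an estimated correlation), with parvalbumin beta-2 at -1.85 ± 0.41 and calcium calmodulin-dependent protein kinase iv at -0.40 ± 0.08. Proteasome and ubiquitin transcripts had a median of -0.21, with 17 of 24 below 0 (adjusted p = 3.89e-05, and adjusted p = 0.421 with an estimated correlation). Proteasome subunit alpha type-6 (-0.52 ± 0.10) and proteasome subunit beta type-4 (-0.50 ± 0.12), parts of the core that degrades proteins, led them. The study chose 7 of 7, 5 of 7 and 10 of 24 members of these lists on these arrays, so the 5 myelin, 4 calcium and 0 proteasome probes that passed adjusted over the list alone are not independent evidence. The 14 proteasome probes it had not listed had a median of 0.003 (adjusted p = 0.886) and the 2 calcium-handling probes 0.06, and the proteasome call ended on only arrays with large fish in Alexa 647 (adjusted p = 0.147).

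Heat shock and chaperonin transcripts (median -0.14, 12 of 15 below 0) and translation factors (median -0.08, 9 of 14 below 0) were up-regulated in small Sept. fish by smaller amounts (adjusted p = 0.017 for each list, and adjusted p = 0.346 with an estimated correlation). The study had listed 6 and 5 of them for this lot, and 0 of either list passed adjusted over the list alone. The 9 others of each list had medians of -0.10 and 0.01 and did not pass (adjusted p = 0.739 and 0.855). Chaperonin containing subunit 6a (zeta 1), part of a complex that folds actin and tubulin, was -0.58 ± 0.13 and eukaryotic translation initiation factor 3 subunit e was -0.54 ± 0.15. Glycolysis was up-regulated in large fish as a list (median 0.19, adjusted p = 0.0421, and adjusted p = 0.386 with an estimated correlation), but its members went both ways, with pyruvate kinase at 1.25 ± 0.24 and lactate dehydrogenase-a at 0.69 ± 0.13 against GAPDH. The study chose 8 of its 17 probes on these arrays, so the 5 that passed adjusted over the list alone are not independent evidence, and the 9 others had a median of -0.004 (adjusted p = 0.28). The heat shock call ended without Sept replicate 1 (adjusted p = 0.448), the translation call without Sept replicate 2 (adjusted p = 0.43), and the glycolysis call without Sept replicate 2 (adjusted p = 0.0997) and with arrays centred on their median (adjusted p = 0.057).

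In the Sept. lot slow muscle transcripts had a median of 0.30 (adjusted p = 0.00267, and adjusted p = 0.437 with an estimated correlation), skin transcripts 0.42 (adjusted p = 0.0045, and adjusted p = 0.346 with an estimated correlation) and fat cell transcripts 0.18 (adjusted p = 0.00169, and adjusted p = 0.386 with an estimated correlation), all up-regulated in large fish and none of their probes listed by the study for this lot. Myoglobin (0.61 ± 0.18), Ictacalcin (0.72 ± 0.14), keratin 19 (0.69 ± 0.17) and adipocyte plasma membrane-associated protein (0.70 ± 0.21) were examples. Adjusted over the list alone, 0 slow muscle, 2 skin and 0 fat cell probes passed. The slow muscle call ended without Sept replicate 1 (adjusted p = 0.853) and the fat cell call without Sept replicate 2 (adjusted p = 0.29), and on only arrays with large fish in Alexa 555 the skin median was 0.002 (adjusted p = 0.892). Connective tissue transcripts did not pass as a whole (median 0.30, adjusted p = 0.0895), but the 8 that the study had not listed did (median 0.30, adjusted p = 0.00236, and adjusted p = 0.637 with an estimated correlation), a call that also ended on only arrays with large fish in Alexa 555 (median 0.04, adjusted p = 0.754). Matrix metalloproteinase 2 was 0.42 ± 0.09 and thrombospondin 2 was -1.59 ± 0.43.

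In the Dec. lot, transcripts of slow (red) muscle proteins were up-regulated in small fish, by 2.88-fold at the median, and plasma proteins, hemoglobins, keratins, connective tissue, fat cell, leukocyte, early response and proteasome transcripts were up-regulated as groups in large fish. The adjusted p of these 9 lists lay between 0.346 and 0.483 with an estimated correlation, and the hemoglobin shift lay in 1 pool pair, with medians of 0.04 in Dec replicate 1 and 3.11 in Dec replicate 2. The study had chosen all 8 slow muscle probes on these arrays. It had also chosen 5 of 6 skin, 9 of 12 connective tissue, 11 of 12 fat cell, 9 of 15 leukocyte and 9 of 13 early response probes. The direction of these lists is therefore not independent evidence. Among single genes, butyrate response factor 1, an mRNA decay factor, was 3.56-fold higher in large fish (1.83 ± 0.18), Ictacalcin, an epithelial calcium-binding protein, 2.61-fold (1.39 ± 0.14) and lipoprotein lipase, which releases fatty acids from lipoproteins, 2.78-fold (1.47 ± 0.20). In small fish, myosin light chain 3-like was 4.69-fold higher (-2.23 ± 0.29), troponin T, cardiac muscle 3.39-fold (-1.76 ± 0.20), and rRNA promoter binding protein on probe A_05_P425972 5.48-fold (-2.45 ± 0.44). All 6 had 1 sign on the 4 arrays and none passed the adjusted test over all probes, where limma's lowest adjusted p was 0.1671.

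Limma called 0 of 39770 Dec. probes at an adjusted p under 0.05, while 6122 had an unadjusted p up to 0.05 and 5619 passed the study's threshold, 2599 higher in large and 3020 higher in small fish. Unchanged probes passing in the simulation of 38488 probes averaged 1563, against 5489 found with only probes on all 8 arrays. The simulation gave both lots 1 spread, which limits this comparison too. With the Dec. lot fitted alone, 2141 of the 38488 probes passed in large and 2539 in small fish. The methods' t-test gave 3 adjusted calls on pool pairs, 0 on arrays and 892 probes at the study's threshold on arrays. A random effect for the pool pair, with a negative estimated correlation (-0.149), gave 8 adjusted calls. Without Dec replicate 1 the lot rested on 1 pool pair, assumed to vary like the Sept. pairs, and 355 probes passed, 310 of them higher in large fish. Without Dec replicate 2 the majority at the study's threshold turned (2785 large, 2669 small). On the Dec replicate 1 array with large fish in Alexa 647, 70.2% of 1583 probes with 1 sign on the other 3 Dec. arrays took the opposite sign, against 55.8% of 233 for the other array of its pools and 8.57% and 12% for those of Dec replicate 2. The arrays of a swap correlated across probes at -0.28 in Dec replicate 1, 0.50 in Dec replicate 2, and -0.19 and -0.12 in the Sept. lot. Without that array 7053 probes passed the study's threshold and 0 the adjusted one.

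Further named Dec. genes higher in large fish were annexin a1 (1.33 ± 0.11), arylacetamide deacetylase-like 1 (1.26 ± 0.08), kelch-like protein 20 (1.25 ± 0.09), Thioredoxin (1.11 ± 0.10), ubiquitin-conjugating enzyme e2 d2 (1.08 ± 0.09), ap-1 complex subunit gamma-1 (1.03 ± 0.09) and calponin 2 (1.02 ± 0.08). The genes h-2 class ii histocompatibility antigen gamma chain, nuclear pore complex protein nup133, ras GTPase-activating-like protein iqgap1 and aspartate beta-hydroxylase lay between 0.80 and 0.93. Higher in small fish were tropomyosin 2 (-1.79 ± 0.20), tropomyosin partial (-1.53 ± 0.14), actinin alpha 2 (-1.11 ± 0.08), which anchors actin at the Z disc, 40S ribosomal protein S27 on probe A_05_P390192 (-0.94 ± 0.08) and camp responsive element binding 2 (-0.92 ± 0.09). Lily-type lectin, oocyte zinc finger protein 6-like, 4-aminobutyrate aminotransferase, laminin subunit alpha-3 isoform 3, mapk mak mrk overlapping kinase and transcription factor sox-17 lay between -0.86 and -0.62. None passed the adjusted test (limma adjusted p = 0.1671 for each).

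All 8 slow muscle probes were below 0 in the Dec. lot and all 8 passed the study's threshold (median -1.52, camera adjusted p = 2.35e-08, and adjusted p = 0.346 with an estimated correlation). Of these, troponin slow skeletal muscle was 3.33-fold higher in small fish (-1.74 ± 0.24) and tropomyosin 3, found in slow fibres, 3.08-fold (-1.62 ± 0.21). All 8 passed adjusted over the list alone and 0 over all probes, and the study had chosen all 8 on these arrays, so this is not independent evidence. The list's median was below 0 on each Dec. array, from -2.72 to -0.42. Calcium-handling transcripts were again up-regulated in small fish (median -0.42, adjusted p = 0.0207, and adjusted p = 0.35 with an estimated correlation), with 6 of 7 below 0 and parvalbumin 2 at -1.60 ± 0.44, parvalbumin beta-2 at -1.58 ± 0.41 and sarcalumenin precursor at -0.42 ± 0.10. Adjusted over the list alone 4 passed, of a list in which the study had chosen 4 members, and the 3 others had a median of -0.06 and did not pass (adjusted p = 0.886). That call ended without Dec replicate 1 (adjusted p = 0.105) and with the Dec replicate 1 array with large fish in Alexa 647 left out (adjusted p = 0.104).

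Fast myofibril transcripts did not pass as a list in either lot (median -0.003 in Sept., adjusted p = 0.8, and 0.02 in Dec., adjusted p = 0.567). Members went both ways within the Dec. lot, where alpha actin on probe A_05_P423987 was 1.29 ± 0.19, troponin I, fast skeletal muscle on probe A_05_P432892 was -0.67 ± 0.14 and myomesin-3 was -0.46 ± 0.09. In the Sept. lot alpha actin on probe A_05_P449267 was -1.35 ± 0.22 and myozenin-2 was 0.75 ± 0.14.

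Of 20 plasma protein probes measured in the Dec. lot, 18 were above 0, and the list was up-regulated in large fish (median 1.43, adjusted p = 6.85e-07, and adjusted p = 0.437 with an estimated correlation). On 3 of 4 arrays c1 inhibitor on probe A_05_P475617, which restrains the complement cascade, was higher in large fish, 4.71-fold on average (2.23 ± 0.51), and liver-expressed antimicrobial peptide 2 was 2.57-fold higher (1.36 ± 0.24) and coagulation factor vii 1.86-fold (0.89 ± 0.15). The 16 probes that the study had not listed for this lot had a median of 1.52 with 15 above 0, most of them listed for the Sept. lot (adjusted p = 2.62e-05, and adjusted p = 0.637 with an estimated correlation). Red blood cell transcripts had a median of 1.57 with 11 of 13 above 0 (adjusted p = 0.0129, and adjusted p = 0.483 with an estimated correlation), with hemoglobin subunit alpha on probe A_05_P480657 at 2.01 ± 0.70 and hemoglobin subunit beta on probe A_05_P395622 at -0.58 ± 0.13. Adjusted over the lists alone, 3 plasma and 0 red blood cell probes passed. Both shifts lay mostly in Dec replicate 2, where the medians were 2.42 and 3.11 against 0.21 and 0.04 in Dec replicate 1, and without Dec replicate 2 the calls on the members not listed (adjusted p = 0.229 and 0.387) and on all red blood cell members (adjusted p = 0.523) ended. The red blood cell call also ended when all members measured on the lot's 4 arrays were set against that lot's probes (adjusted p = 0.0639).

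Keratin 18 (1.18 ± 0.12), type i keratin e7 (1.16 ± 0.22) and keratin 19 (1.14 ± 0.17), structural proteins of epithelia, were higher in large Dec. fish, and the skin list was up-regulated (median 1.15, adjusted p = 0.00391, and adjusted p = 0.346 with an estimated correlation). The connective tissue list had a median of 0.81 (adjusted p = 0.00391, and adjusted p = 0.346 with an estimated correlation), with matrix metalloproteinase 2 on probe A_05_P409312 at 0.94 ± 0.09, collagen alpha-1 chain-like at 0.85 ± 0.10 and collagen type i alpha 2 at 0.77 ± 0.13. The fat cell and lipid list had a median of 1.06 (adjusted p = 2.37e-06, and adjusted p = 0.346 with an estimated correlation), with adipocyte plasma membrane-associated protein at 1.19 ± 0.21. Fatty acid-binding heart, by its name a heart form and not a fat cell marker, was 1.07 ± 0.15. The leukocyte list had a median of 0.81 (adjusted p = 0.000448, and adjusted p = 0.346 with an estimated correlation), with small cytokines (intecrine/chemokine), interleukin-8 like at 1.24 ± 0.14 and Ig mu chain C region membrane-bound form on probe A_05_P250274 at 0.91 ± 0.13. Adjusted over each list alone 5 of 6, 9 of 12, 12 of 12 and 9 of 15 passed and over all probes 0, but the study had chosen 5, 9, 11 and 9 of them, so these are not independent evidence. Members went both ways, with 4 of 6, 8 of 12, 10 of 12 and 10 of 15 above 0. At the study's threshold 4, 7, 10 and 8 were higher in large fish and 1, 2, 2 and 2 in small fish. The latter, named after their values were seen, were claudin 7, lumican precursor, thrombospondin 4, hormone-sensitive lipase, 1 of the ATP citrate lyase probes, cc chemokine and minor histocompatibility protein ha-1, between -0.52 and -0.34. The 1, 3, 1 and 6 members it had not listed had medians of -0.05, -0.13, 0.80 and 0.01.

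Early response and related stress transcripts, not all of them induced early, were up-regulated in large Dec. fish, with 13 of 13 above 0 and a median of 1.07 over both lots' probes (adjusted p = 5.6e-10, and adjusted p = 0.346 with an estimated correlation). Growth arrest and dna-damage- beta was 2.84-fold higher (1.51 ± 0.15), max protein, in this list by its name alone, 2.68-fold (1.42 ± 0.18) and kruppel-like factor 2 on probe A_05_P409818 1.61-fold (0.68 ± 0.08). Adjusted over the list alone 11 passed and over all probes 0, and the study had chosen 9 of 13, so this is not independent evidence. The 4 others had a median of 0.45 (adjusted p = 0.024, and adjusted p = 0.637 with an estimated correlation), a call that held in 6 of 14 alternatives. Proteasome and ubiquitin transcripts, higher in small fish in the Sept. lot, were up-regulated in large Dec. fish (median 0.42, 21 of 24 above 0, adjusted p = 8.09e-08, and adjusted p = 0.356 with an estimated correlation). Proteasome subunit beta type-9 precursor, an immunoproteasome subunit, was 0.90 ± 0.14 and ubiquitin-conjugating enzyme e2 r1 0.65 ± 0.10. The 19 probes that the study had not listed for this lot had a median of 0.38 with 17 above 0 (adjusted p = 2.62e-05, and adjusted p = 0.637 with an estimated correlation). Only 9 of these had been listed in neither lot, the others having been listed for the Sept. lot. The median of those 9 was 0.05 in the mean of both lots. Adjusted over the whole list alone 13 passed.

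Probes that may match rRNA or repeats were up-regulated in small Dec. fish, with 22 of 22 below 0 and a median of -0.60 (adjusted p = 1.02e-11, and adjusted p = 0.346 with an estimated correlation). Transposable element tcb1 transposase on probe A_05_P491342 was 1.61-fold higher in small fish (-0.69 ± 0.08). The study had chosen 20 of the 22 on these arrays, so the 17 that passed adjusted over the list alone are not independent evidence. Myelin and nerve transcripts were up-regulated in small fish in this lot too, with all 7 below 0 and a median of -0.47 (adjusted p = 0.0129, and adjusted p = 0.347 with an estimated correlation), and myelin protein zero was -0.71 ± 0.24. The study had chosen 3 of the 7 on this lot, and the 4 others had a median of -0.16 and did not pass (adjusted p = 0.432). That call ended without Dec replicate 2 (adjusted p = 0.0961) and with the Dec replicate 1 array with large fish in Alexa 647 left out (adjusted p = 0.217).

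Other lists did not pass camera in a lot. Ribosomal proteins had medians of 0.05 in the Sept. lot (adjusted p = 0.667) and -0.37 in the Dec. lot (adjusted p = 0.216), with members of both signs such as 60s ribosomal protein l21 at 0.74 ± 0.08 in Dec. fish, where probes named 40S ribosomal protein S27 disagreed (-0.94 ± 0.08 and 0.93 ± 0.10). Oxidative phosphorylation had medians of 0.001 (adjusted p = 0.711, the test leaning toward small fish) and 0.22 (adjusted p = 0.0929), with NADH dehydrogenase at 0.98 ± 0.13 in Dec. fish. Lysosome and cathepsin transcripts had medians of 0.05 (adjusted p = 0.243) and 0.53 (adjusted p = 0.0859), with cathepsin b precursor at 0.95 ± 0.13 and legumain at -0.53 ± 0.08 in Dec. fish. The growth axis, with 11 probes for growth factor binding proteins and myogenic factors, had medians of -0.08 (adjusted p = 0.212) and -0.02 (adjusted p = 0.766). In the Dec. lot insulin-like growth factor i receptor was -0.63 ± 0.10 and myoblast determination protein 2 -0.52 ± 0.12. Fry, which asks only whether a list's members move 1 way, called the growth axis in the Sept. lot (adjusted p = 0.041) and no other list in a single lot. Glycolysis, translation factors and heat shock were not called in the Dec. lot (medians 0.06, -0.30 and 0.10, adjusted p = 0.296, 0.846 and 0.257), nor were leukocyte, early response and rRNA or repeat lists in the Sept. lot (medians 0.02, -0.05 and -0.01, adjusted p = 0.566, 0.828 and 0.8, the early response test leaning toward large fish).

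**Figure D1:**
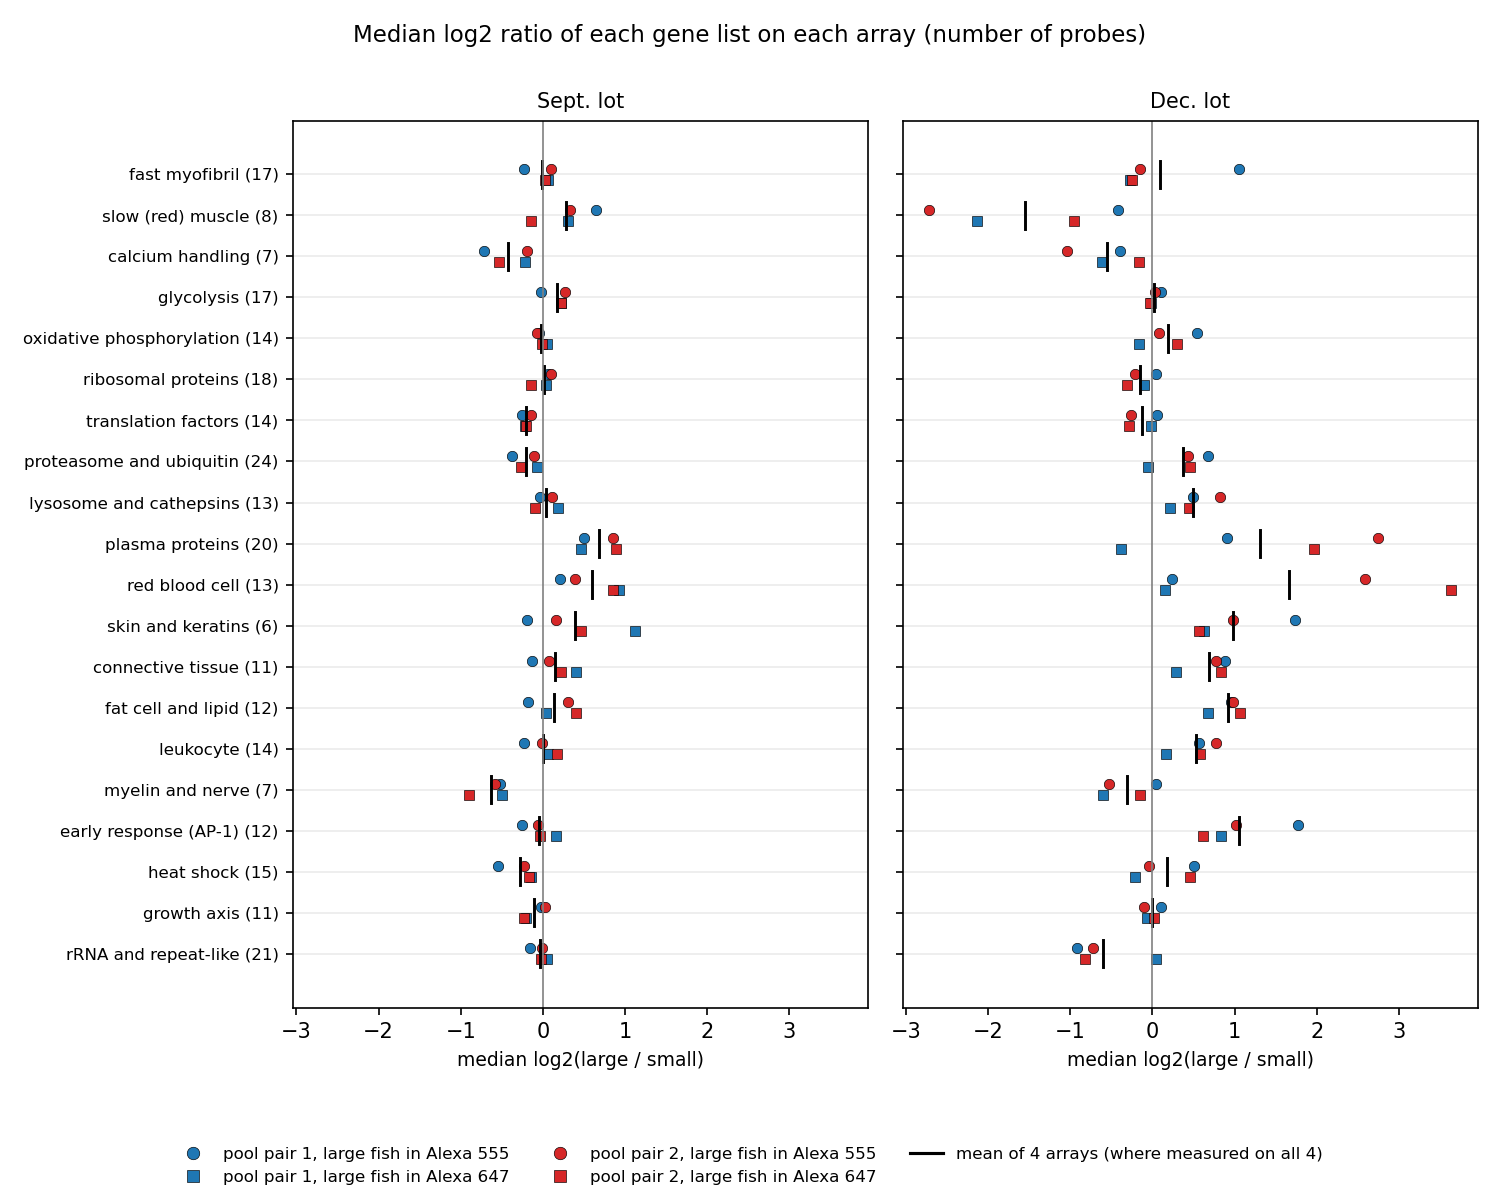
Median log2(large/small) of the probes of each gene list on each of the 4 Sept. arrays (left) and 4 Dec. arrays (right), with the mean of the arrays as a bar. Colours mark the pool pair and shapes the dye of the large fish, and plasma proteins and red blood cell transcripts in the Dec. lot lie far to the right on both arrays of pool pair 2, at 1.96 and above.

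Averaged over both lots, max protein was 3.88-fold higher in large fish (1.96 ± 0.13), DNA-damage-inducible transcript 4-like protein 3.38-fold (1.76 ± 0.21) and ADP/ATP translocase 2 2.80-fold (1.49 ± 0.19), while parvalbumin 2 was 4.51-fold higher in small fish (-2.17 ± 0.31) and GAPDH 2.79-fold (-1.48 ± 0.14). These probes had 1 sign on all 8 arrays, and none passed the adjusted test (limma adjusted p = 0.3205 for each). Also higher in large fish were liver-expressed antimicrobial peptide 2 (1.08 ± 0.17), retinol binding protein cellular (1.05 ± 0.10), keratin 19 (0.91 ± 0.12), ap-1 complex subunit gamma-1 (0.89 ± 0.07), annexin a1 (0.83 ± 0.08), matrix metalloproteinase 2 (0.68 ± 0.07), lactate dehydrogenase-a (0.67 ± 0.09), hematological and neurological expressed 1 protein (0.49 ± 0.06) and rap1 gtpase-activating protein 2-like (0.34 ± 0.05). Mapk mak mrk overlapping kinase, oocyte zinc finger protein 6-like, myelin basic protein, protein arginine methyltransferase 3, membrane-bound transcription factor site 1, matrix metalloproteinase 9, death-associated protein kinase 2, graves disease carrier, transposable element tcb1 transposase and lambda-crystallin homolog were higher in small fish, between -0.51 and -0.32. Limma called 0 of 38488 probes, with 4227 at an unadjusted p up to 0.05 and 2506 past the study's threshold, 1000 higher in large and 1506 in small fish, a majority that turned without Dec replicate 2 (1758 large, 1644 small), and the methods' t-test called 0 on pool pairs and 0 on arrays. Without Dec replicate 1, 116 passed.

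Of the lists, plasma proteins (median 1.13), red blood cell (1.10), skin (0.79), fat cell (0.61), connective tissue (0.57), early response (0.47), leukocyte (0.42), lysosome (0.31) and proteasome (0.04) were up-regulated in large fish over both lots, with adjusted p between 2.35e-08 and 0.0426. Slow muscle (-0.62), myelin (-0.51), calcium handling (-0.35) and rRNA or repeat probes (-0.29) were up-regulated in small fish, with adjusted p between 5.6e-10 and 2.1e-05. With an estimated correlation the adjusted p of these 13 lists lay between 0.346 and 0.524. The lots ran in opposite directions for proteasome (median -0.21 in Sept., 0.42 in Dec.) and slow muscle transcripts (0.30 in Sept., -1.52 in Dec.), each called in both. No list with at least 3 members that the study had listed in neither lot passed on these, the lowest adjusted p being 0.0534 for red blood cell transcripts. Fry called ribosomal proteins (median -0.19, adjusted p = 0.0356) and no other list. Fast myofibril transcripts had a median of -0.03 with a test leaning toward large fish (adjusted p = 0.972).

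The size effect differed between the lots for 11 lists by a test of the difference itself. Relative to the Sept. lot, slow muscle transcripts were shifted toward small fish in the Dec. lot by a median of -1.51 (adjusted p = 5.6e-10) and rRNA or repeat probes by -0.63 (adjusted p = 2.94e-10, and adjusted p = 0.346 with an estimated correlation for both). Early response transcripts were shifted toward large fish by 1.00 (adjusted p = 9.6e-06), proteasome by 0.77 (adjusted p = 5.6e-10) and leukocyte by 0.71 (adjusted p = 0.000412, and adjusted p = 0.346 with an estimated correlation for all 3). Fat cell transcripts were shifted by 0.69 (adjusted p = 0.000448), connective tissue by 0.52 (adjusted p = 0.00416), skin by 0.46 (adjusted p = 0.039), heat shock by 0.41 (adjusted p = 0.0238) and myelin by 0.35 (adjusted p = 0.0142), with adjusted p between 0.346 and 0.386 with an estimated correlation. Plasma proteins were shifted by 0.61 (adjusted p = 0.0345, and adjusted p = 0.66 with an estimated correlation). This rested on Dec replicate 2 (median 2.42), as Dec replicate 1 (0.21) lay below both Sept. pairs (0.62 and 0.89). Many members had been chosen by the study in 1 lot or the other, and no list passed on members listed in neither lot, the 9 proteasome probes of that kind having a median of 0.11 (adjusted p = 0.213). Red blood cell transcripts did not pass (median 0.88, adjusted p = 0.506), nor did fast myofibril transcripts (median -0.41, adjusted p = 0.692, the test leaning toward the Dec. lot).

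Among single genes, NEFA-interacting nuclear protein NIP30 (1.00 ± 0.13), atp synthase subunit mitochondrial precursor (0.94 ± 0.12), coactosin-like 1 (0.99 ± 0.12), annexin a1 (0.98 ± 0.15), nuclease harbi1-like (1.09 ± 0.18) and tho complex subunit 5 homolog (0.78 ± 0.14) had higher log2 ratios in the Dec. lot. Max protein (-1.06 ± 0.26), oocyte zinc finger protein 6-like (-0.54 ± 0.12), ADP-dependent glucokinase (-0.46 ± 0.10), matrix metalloproteinase 9 (-0.45 ± 0.12), rap1 gtpase-activating protein 2-like (-0.44 ± 0.10) and transposable element tcb1 transposase (-0.42 ± 0.10) had lower ones. Limma called 0 of 38488 probes for the difference, with 3550 at an unadjusted p up to 0.05, all at least 1.2-fold, and the methods' t-test called 0 on pool pairs and 0 on arrays.

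Probes higher in large fish in both lots included those of ADP/ATP translocase 2 and of max protein and DNA-damage-inducible transcript 4-like protein, the pair that ran alike, and those higher in small fish in both included parvalbumin 2, parvalbumin beta-2 and GAPDH. With each lot fitted alone and the study's threshold, 129 probes were higher in large fish in both lots against 36.49 expected (Fisher's exact p = 1.1e-36), and 130 were higher in small fish in both against 60.43 expected (Fisher's exact p = 1.39e-16). Probes are not independent of each other, so these p-values are too small. A further 110 probes were higher in small Sept. fish and large Dec. fish against 50.95 expected (Fisher's exact p = 3.11e-14), and 36 were higher in large Sept. and small Dec. fish against 43.28 (Fisher's exact p = 0.267). Across all 38488 probes the log2 ratios of the lots correlated at r = 0.161 (rho = 0.103), and 52.6% had the same sign. Of the 656 probes called in large Sept. fish, 436 were above 0 in the Dec. lot (median 0.19), and of the 916 called in small Sept. fish, 506 were below 0 there (median -0.04). Of the 2141 called in large Dec. fish, 1045 were above 0 in the Sept. lot, and of the 2539 called in small Dec. fish, 1668 were below 0. Of 58 named probes that the study listed as higher in large Sept. fish, 50 were above 0 in the Dec. lot (median 1.17), and of 207 listed as higher in small Sept. fish, 100 were below 0 there. The 58 include plasma protein probes, whose list had Dec. medians of 0.21 in Dec replicate 1 and 2.42 in Dec replicate 2. Of 194 and 457 named probes that the study listed as higher in large and in small Dec. fish, 131 were above 0 (median 0.09) and 297 below 0 (median -0.07) in the Sept. lot.

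The genes that the study followed by qPCR had 1 direction on all 8 arrays. GAPDH was 3.54-fold higher in small Sept. fish and 2.20-fold higher in small Dec. fish, ADP/ATP translocase 2 was 3.99-fold and 1.97-fold higher in large fish, and max protein 5.61-fold and 2.68-fold. Fibrinogen gamma polypeptide was 2.05-fold higher in large Sept. fish (1.03 ± 0.13) and was measured on 2 Dec. arrays only, at 0.97 and 4.35, so it was not tested there. The same c1 inhibitor probe was 1.71-fold higher in large Sept. fish (0.77 ± 0.51).

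**Figure D2:**
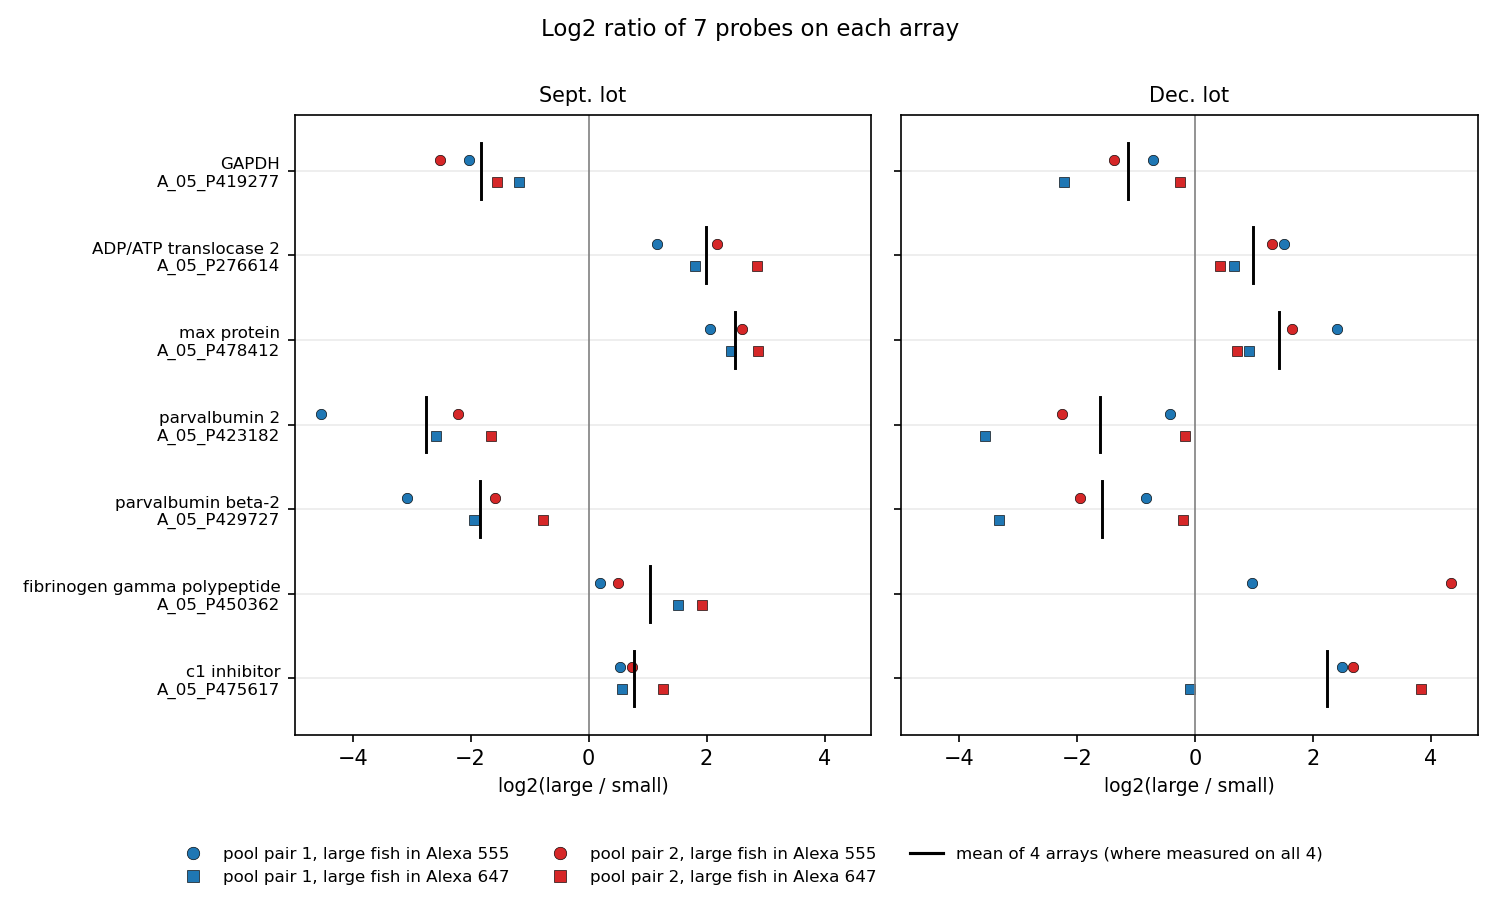
Log2(large/small) of 7 probes on each of the 4 Sept. arrays (left) and 4 Dec. arrays (right), with the mean as a bar where all 4 arrays gave a value. Colours mark the pool pair and shapes the dye of the large fish, and GAPDH, ADP/ATP translocase 2, max protein and both parvalbumin probes keep 1 side of 0 on all 8 arrays.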

Values the study reported

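In muscle the study reported 386 sequences differing between large and small fish of the Sept. lot and 1208 of the Dec. lot, at a p up to 0.05 and at least 1.2-fold. Of these, 275 were higher in small Sept. fish and 906 in small Dec. fish. It counted 8 probes higher in large fish of both lots and 19 higher in small fish of both lots.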

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

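Tests of dye bias in the Sept. pairs and in Dec replicate 2, cells of another type, red fibres, the spread of the Dec. arrays, Sept. probes on 1 Dec. array and turned signs of pool pairs were chosen only after the result was seen.

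Plasma protein transcripts were shifted further toward large fish in the Dec. lot than in the Sept. lot, by 0.611 (camera adjusted p = 0.0345, and adjusted p = 0.66 with an estimated correlation). That further shift lay in Dec replicate 2 (median 2.42), as Dec replicate 1 (0.21) was below both Sept. pairs (0.62 and 0.89). Dye bias is argued against in Dec replicate 2, where the medians were 2.74 and 1.96 in the 2 orientations. In the Sept. pairs the lowest of the list's medians on the 4 arrays was 0.46. The study had chosen most of these probes on the Sept. arrays, so that value cannot decide on dye bias there. In Dec replicate 1 the median was 0.90 with large fish in Alexa 555 and -0.38 in Alexa 647, so that the bound set beforehand, above 0 on all 4 Dec. arrays, was not met. A dye effect equal on both arrays cancels in their average, where the list's median was 0.21. An effect of 1 array alone does not cancel, so that pool pair cannot decide. Cells of another type in the large-fish plugs, from liver or blood, remain a candidate explanation: members not picked by the study on this lot (16 of 20, most of them picked on the Sept. lot) had a median of 1.52, with liver-type fatty acid-binding protein at 2.47 and complement component c3 at 1.99 (named after their values were seen), hemoglobins were higher in the same pool, and the median of those members was 0.157 without Dec replicate 2 (adjusted p = 0.229). Synthesis of these proteins in muscle of large fish stays open and was not tested.

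Slow muscle transcripts went from 0.30 in the Sept. lot to -1.52 in the Dec. lot, a difference of -1.509 (adjusted p = 5.6e-10, and adjusted p = 0.346 with an estimated correlation). The highest of the list's medians on the 4 Dec. arrays was -0.42, which met the bound set against dye bias. Without the Dec replicate 1 array with large fish in Alexa 647 the median was -1.09, which met the bound set against an effect of that array alone. The study picked all 8 members on these 4 arrays, so such agreement was largely set by that choice and neither value can decide. Red muscle fibres in the small-fish plugs, which were taken away from the lateral line to avoid them, may account for the difference, since 8 of 8 members were below 0 in both Dec. pool pairs, but for the same reason the test cannot decide. Oxidative phosphorylation transcripts, abundant in red fibres, had a Dec. median of 0.22. A change of fibre type with size stays open as well.

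More probes passed the study's threshold in the Dec. lot (5619) than in the Sept. lot (1157). With each lot fitted alone the counts were 4790 and 1654, so the gap was smaller where the lots did not share the estimate of spread. Wider log ratios on the Dec. arrays are argued against as the whole cause, since with all arrays scaled to 1 spread the Dec. count was 2.45 times the Sept. count, though it was 4.86 times as deposited and 1.59 times after quantile normalization, so the spread may account for part. On the Dec replicate 1 array with large fish in Alexa 647, 70.2% of 1583 probes with 1 sign on the other 3 Dec. arrays took the opposite sign, past the bound set beforehand for an array turned the wrong way. A wrong sign or an exchange of pools on that array stays open, as values went both ways: of 20 probes beyond 0.5 with 1 sign on the 4 Sept. arrays 45% took the opposite sign there, against 0% to 15% on the other Dec. arrays, while 7 of 8 beyond 1 had their Sept. sign there, and GAPDH (-2.21), parvalbumin 2 (-3.55) and the slow muscle median (-2.14), picked by the study with this array included, had the sign of the other Dec. arrays. As the source of the higher count it is argued against, since leaving the array out raised the Dec. count to 7053, and season and family differences between the lots also stay open.

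Turning the sign of 1 pool pair leaves too few splits for a share under 0.05. The real signs gave the highest count in 1 of 2 splits in the Sept. lot (1157, the other 933), 1 of 2 in the Dec. lot (5619, the other 1122) and 1 of 8 for the mean of both lots (2506, the highest other 2083).

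The lots also differed in the size effect of proteasome and ubiquitin (0.771), early response (1.005), leukocyte (0.713), fat cell (0.687), connective tissue (0.518), skin (0.464), heat shock (0.414), myelin (0.352) and rRNA or repeat probes (-0.629), Dec. minus Sept., by the tests given in the report. Single arrays lay far from the other 3 of their lot in 2 of 97 groups of 4, where chance gives about 4.8. The median of the fast myofibril list on the Dec replicate 1 array with large fish in Alexa 555 was 1.06 against -0.28 to -0.15 elsewhere (gap over range 0.906), and myelin basic protein on probe A_05_P375352 was -0.65 on the Sept replicate 2 array with large fish in Alexa 555 against -0.52 to -0.50 (gap over range 0.9).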

How the results depend on the processing

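Settings that leave out the Dec replicate 1 array with large fish in Alexa 647, pair the Dec. arrays the other way or restrict list members were chosen only after the data were seen. Adjusted calls stayed at 0 in all 4 comparisons under most settings. In the Sept. lot the methods' t-test on pool pairs gave 6 and the study's threshold 1157. In the Dec. lot the t-test gave 3, a random effect for the pool pair with a dye term 8, all arrays taken as independent 1, and the study's threshold 5619. That threshold gave 2506 for the mean and 3550 for the difference. Leaving out 1 pool pair gave 0 to 355 calls in the Dec. lot, 0 to 116 for the mean, and 0 in the Sept. lot and for the difference, the highest without Dec replicate 1. With the replicate number as a block 0 probes were called in each comparison and 23 calls of gene lists were made, as without it. The replicate 1 deviations of the lots correlated at 0.0731. Whether equal numbers mark the same kind of pair in both lots is not given by the labels.

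For the gene lists, 23 calls in the single lots became 0 with an estimated correlation and 8 with only members that the study had not listed for the lot, 19 to 24 with a pool pair left out and 17 to 25 under the other settings. The 0 with an estimated correlation was largely set by the few degrees of freedom of that test. It cannot show how far correlation between members made the calls. Over 31 list calls and 434 alternatives, 384 were kept, 50 were lost and 0 changed direction. Over 206 named values and 3889 alternatives, 3865 stayed the same, 17 gained an adjusted call and 7 changed sign. With probes of 1 name averaged, 40S ribosomal protein S27 (probe A_05_P475507) was -0.01, hemoglobin subunit beta (A_05_P395622) 0.50 and hba (A_05_P332705) 0.69 in the Dec. lot, since probes of these names have opposite signs. With large fish in Alexa 555 only, Ictacalcin was -0.30, collagen type i alpha 2 -0.19 and immunoglobulin V-set domain 0.08 in the Sept. lot, and with Alexa 647 only, fibrinogen gamma chain (A_05_P364872) was -1.20 in the Dec. lot. Their cause was not tested.

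At the study's threshold the Sept. count was 1929 after quantile normalization, 625 with all arrays independent, 2072 without Sept replicate 1, 2006 with large fish in Alexa 555 only and 2509 in Alexa 647 only, and 252 and 369 by the methods' t-test on pool pairs and arrays. The Dec. count was 3538 with scaled and 3076 with quantile-normalized arrays, 2216 with Alexa 647 only, and 985 and 892 by the methods' t-test. The mean's count was 4977 without Dec replicate 1, 3783 without its Alexa 647 array, 5041 with Alexa 555 only, 621 and 838. That of the difference was 2266 scaled, 2186 quantile-normalized, 2042 with arrays independent, 2030 without Sept replicate 2, 5573 without Dec replicate 1, 5407 and 1409 with Alexa 555 or 647 only, 1505 and 1298. With Alexa 647 only, 68.7% of Sept. and 63.9% of Dec. probes were higher in small fish, against 58.5% and 53.8%. The Sept. majority turned without Sept replicate 1 (38.8%) or 2 (47.3%) and with Alexa 555 only (902 of 2006), and the Dec. majority without Dec replicate 2 (48.9%), with all arrays independent (47.6%) and by the methods' t-test on arrays (42.4%). That of the mean (60.1%) turned without Dec replicate 2 (48.3%) and with all arrays independent (48.9%). The overlap of the lots was 137 and 115 probes with centred arrays, 140 and 163 without a fold limit, and 8 and 5 by the methods' t-test (Fisher's exact p = 0.000524 and 0.0404), in large and small fish. An adjusted threshold left no calls to compare.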

Other observations

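The red blood cell and plasma protein lists moved by unequal amounts in the 4 pool pairs. Their medians were 0.64 and 0.62 in Sept replicate 1, 0.63 and 0.89 in Sept replicate 2, 0.04 and 0.21 in Dec replicate 1, and 3.11 and 2.42 in Dec replicate 2, and in Dec replicate 1 the plasma median was 0.90 on 1 array and -0.38 on the other. Myelin medians lay from -0.74 to -0.13. Fat cell transcripts had medians of 0.05 and 0.34 in the Sept. pairs and 0.66 and 0.97 in the Dec. pairs.

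The dyes left a mark of about the size of the fish comparison. In the Sept. lot 3119 probes passed the study's threshold for Alexa 647 over Alexa 555 against 1157 for large over small fish, and in the Dec. lot 4541 against 5619, with 0 dye probes past limma's adjusted threshold in either. The arrays of a swap correlated across probes at -0.19 and -0.12 in the Sept. lot, -0.28 in Dec replicate 1 and 0.50 in Dec replicate 2. Probes are not independent replicates.

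At the study's threshold, with its p read as unadjusted, limma's fit gave 1157 probes in the Sept. lot and 5619 in the Dec. lot, 677 and 3020 of them higher in small fish, and with each lot fitted alone 129 probes were higher in large and 130 in small fish of both lots. These are all higher than the values quoted from the study above. By the methods' t-test on arrays 369 Sept. and 892 Dec. probes passed, 202 and 378 of them higher in small fish and 514 of the Dec. probes in large fish, and 8 were higher in large and 5 in small fish of both lots. Where a value is quoted from the study above these are lower, most so for small Dec. fish and for small fish of both lots. The value for large fish of both lots is equal. For large fish of each single lot this test gave more than the study's totals leave after its small-fish counts. Most Dec. probes by this test were higher in large fish, while the study reported most as higher in small fish. A footnote to the study's list of unnamed genes for small fish describes entries with a Gaussian p under 0.05 but a t-test p above it. On pool pairs the methods' t-test gave 252 Sept. and 985 Dec. probes, 517 of the latter higher in small fish. That is lower than the values quoted from the study above.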
